# Atypical E2Fs either Counteract or Cooperate with RB during Tumorigenesis Depending on Tissue Context

**DOI:** 10.3390/cancers13092033

**Published:** 2021-04-23

**Authors:** Eva Moreno, Shusil K. Pandit, Mathilda J. M. Toussaint, Laura Bongiovanni, Liesbeth Harkema, Saskia C. van Essen, Elsbeth A. van Liere, Bart Westendorp, Alain de Bruin

**Keywords:** atypical E2Fs, Rb, interaction, tumorigenesis, transgenic mice

## Abstract

**Simple Summary:**

In virtually all human malignancies, the CDK-RB-E2F pathway is dysregulated resulting in the activation of the E2F transcriptional network. Rb and atypical E2Fs are the most important negative regulators of E2F-dependent transcription during tumorigenesis. However, it is unknown whether they cooporate or act independently in tumor development. Here we show that combined loss of RB and atypical E2Fs in mice enhances tumorigenesis in the liver, while in the pituitary gland, we observe inhibition of tumorigenesis. These findings suggest that the interaction between RB and atypical E2Fs in controlling tumorigenesis occurs in a tissue cell-type specific manner.

**Abstract:**

E2F-transcription factors activate many genes involved in cell cycle progression, DNA repair, and apoptosis. Hence, E2F-dependent transcription must be tightly regulated to prevent tumorigenesis, and therefore metazoan cells possess multiple E2F regulation mechanisms. The best-known is the Retinoblastoma protein (RB), which is mutated in many cancers. Atypical E2Fs (E2F7 and −8) can repress E2F-target gene expression independently of RB and are rarely mutated in cancer. Therefore, they may act as emergency brakes in RB-mutated cells to suppress tumor growth. Currently, it is unknown if and how RB and atypical E2Fs functionally interact *in vivo*. Here, we demonstrate that mice with liver-specific combinatorial deletion of *Rb* and *E2f7/8* have reduced life-spans compared to *E2f7/8* or *Rb* deletion alone. This was associated with increased proliferation and enhanced malignant progression of liver tumors. Hence, atypical repressor E2Fs and RB cooperatively act as tumor suppressors in hepatocytes. In contrast, loss of either *E2f7* or *E2f8* largely prevented the formation of pituitary tumors in *Rb^+/−^* mice. To test whether atypical E2Fs can also function as oncogenes independent of RB loss, we induced long-term overexpression of *E2f7* or *E2f8* in mice. E2F7 and −8 overexpression increased the incidence of tumors in the lungs, but not in other tissues. Collectively, these data show that atypical E2Fs can promote but also inhibit tumorigenesis depending on tissue type and RB status. We propose that the complex interactions between atypical E2Fs and RB on maintenance of genetic stability underlie this context-dependency.

## 1. Introduction

The CDK/RB/E2F axis is the core of G1-S regulation, and thus is essential to ensure proper DNA replication [1]. Upon growth factor signaling, RB gets hyperphosphorylated by Cyclin-CDK complexes and releases the activator E2Fs to induce cell cycle entry. In contrast, the hypophosphorylated form of RB maintains cells in G1 [2]. This notion classifies RB as a cell-proliferation inhibitor. Consequently, mutations affecting RB are frequently encountered in a wide array of human cancers [3,4]. RB binds and inhibits activator E2Fs via a motif known as the pocket domain. Two other proteins, p107 and p130, possess such pocket domains, and like Rb, also appear to regulate cell cycle progression. However, these other two pocket proteins are rarely mutated in tumors [5,6,7,8]. The growth-suppressive properties of RB are thought to be largely dependent on its ability to interact with E2Fs, but also non-canonical functions have been described [9]. RB loss leads to untimely release of activator E2Fs and consequently to upregulation of E2F dependent transcription. This contributes to unscheduled S-phase entry, genomic instability, and eventually cancer progression [10,11].

However, apart from RB (and the related pocket proteins P107 and P130), E2F-dependent transcription is also negatively regulated by repressor E2F family members. In cycling cells, this function is mainly carried out by E2F7 and −8, also known as atypical E2F repressors [12]. Unlike canonical E2Fs, E2F7 and E2F8 lack a pocket protein binding domain and possess an additional DNA binding domain, which suggests that their repressor functions occur independent of RB [13,14,15,16,17]. Moreover, these atypical E2F members redundantly regulate expression of the E2F target genes during late S- and G2 phase, unlike RB/canonical E2Fs which mainly control the G1/S transition [18,19,20]. To date, it is unknown if and how these two seemingly independent E2F-inhibitory mechanisms interact in vivo. In fact, inactivation of RB leads to upregulation of E2F7 and −8 in liver tumorigenesis and cellular senescence [21]. This notion suggests that atypical E2Fs could potentially compensate for the loss of RB. In addition, both RB and atypical E2Fs are thought to play important roles in mediating DNA repair and cell cycle arrest in response to genotoxic reagents [22,23,24,25,26,27,28,29]. Hence, to fully understand how control of E2F-dependent transcription affects tumorigenesis, their genetic interaction must be studied in vivo.

Here, we employed multiple different transgenic and knockout mouse models to study how atypical E2Fs affect tumorigenesis driven by RB loss. We found that loss of atypical E2Fs accelerated the onset of liver tumors but delayed pituitary tumorigenesis in Rb-deficient cells. Moreover, we found enhanced lung tumor formation in transgenic mice with chronic overexpression E2F7 or −8. Thus, atypical E2Fs appear to play a dual role as tumor promoters or protectors and can either compensate or aggravate the tumorigenic effect of RB loss, depending on tissue context.

## 2. Materials and Methods

### 2.1. Animal Experiments

Animal experiments were approved by the Utrecht University Animal Ethics Committee and performed according to institutional and national guidelines. E2f7 and E2f8 knockout mice and doxycycline-inducible transgenic lines were already present in the lab [30,31]. Albumin-Cre mice were derived from Jackson laboratory. Rb conditional knockout mice were provided by Dr. A. Berns (Netherlands Cancer Institute, Amsterdam, The Netherlands). Mice from Figures 1–3 were bred into FVB (Figures 1 and 2: 5th FVB generation, Figure 3: 15th FVB generation) while transgenic mice were maintained on a mixed genetic background 129/Sv (25%) × C57Bl/6 (25%) × FVB (50%) background. Doxycycline (2 g/kg) was administrated ad libitum in pellets to all experimental transgenic mice (Bio Services). BrdU (858811, Sigma-Aldrich) was injected intraperitoneally 2 h prior to euthanasia in doses of 30 µg/g for 4weeks-old mice.

### 2.2. Flow Cytometry

Liver or tumor cell suspensions were prepared from fresh or frozen tissues followed by fixation in 70% ethanol overnight at 4 °C. Cells were washed in PBS and then treated with pepsin (0.5 mg/mL and 0.1N in HCl) to isolate hepatocyte nuclei. Nuclei were stained with anti-BrdU-FITC (Becton Dickinson, 347583, 1:250) and/or propidium iodide (5 µg/mL PI and 250 µg/mL RNAse in PBS) and analyzed with a FACS Calibur flow cytometer (Becton Dickinson) and BD CellQuest Pro software.

### 2.3. Immunohistochemistry and Histological Analysis

Immunohistochemical staining was performed on formalin-fixed and paraffin embedded tissues with a thickness of 4 µm. Endogenous peroxidase activity was blocked with 1% H_2_O_2_. We used 10 mM Citrate buffer (pH 6) for heat-induced antigen retrieval. Sections were stained with standard hematoxylin and eosin (HE). For immunohistochemistry analysis, this involved: anti-Ki67 (Biogenex, MU297-UC; 1:75 in PBS), anti-EGFP (Abcam, Ab6673; 1:800 in PBS), anti ƴH2AX (Cell signaling, S139, 1:500 in PBS), and anti-Caspase 3 (R&D systems, AF835; 1:400 in PBS). Secondary antibodies were biotinylated. Vectastain Elite ABC reagents (Vector Labs) were used according to the manufacturer’s instructions. Slides were counterstained with hematoxylin. Images were taken using a DP25 camera, Labsens soft imaging version 1.1, and Olympus BX45 microscope.

All the HE slides were analyzed by board certified veterinary pathologists (LB, LH and AdB) according to corresponding nomenclature and diagnostic criteria. Quantification of Ki67 in liver slides represents the average of Ki67 positive cells in 5 fields using 40× objective for each condition (non tumor vs. tumor/genotype). Total number of Ki67 positive cells in 5 fields using 40× objective was quantified per lung tumor nodule.

### 2.4. RNA Isolation, cDNA and qPCR

RNA isolation, cDNA synthesis, and quantitative PCR were performed based on manufacturer’s instructions for QIAGEN (RNeasy Kits), Thermo Fisher Scientific (cDNA synthesis Kits), and Bio-Rad (SYBR Green Master Mix), respectively. Reactions were performed in duplicate and a relative amount of cDNA was normalized to house-keeping genes indicated on figure legends using the ΔΔCt method. Sequences of primers used for qPCR are listed in Supplementary Table S2.

### 2.5. RNA Sequencing

Total RNA was isolated from livers using the RNeasy Kit (Qiagen, Hilden, Germany). We used 4 livers per condition. To deplete for ribosomal RNA, 5ug of total RNA was used to isolate Poly(A) RNA using poly (A)purist MAG kit (Life Technologies, Carlsbad, CA, USA, AM1922) followed by purification using mRNA only eukaryotic mRNA isolation kit (Illumina, MOE41024). Purified mRNA was used to construct transcriptome libraries using SOLiD total RNA-seq kit (Applied Biosystems Life Technologies, 4445374) using manufacturers’ instructions for low input. Size selected cDNA was amplified, barcoded, and subsequently sequenced using a 5500 W Series Genetic Analyzer (Fisher Scientific, Waltham, MA, USA) to produce 40-bp-long reads. Sequencing reads were mapped against the reference genome (mm9, NCBI37) using BWA (-c –l 25 –k 2 –n 10) software. Gene count tables were then made using FeatureCounts [32]. The R package DESeq2 was used to call differentially expressed genes between controls and knock-out tumor samples with a Benjamini–Hochberg-adjusted *p* value of less than 0.05 [33]. Heatmaps were generated using the R package pheatmap. GEO accession number: GSE172508. 

### 2.6. Statistics

The number of mice and the specific statistical tests for each figure are indicated in the legends. All statistical analyses were performed using SPSS statistical package or SigmaPlot 13.0 software. Asterisks indicate where significant differences were seen. Where relevant for understanding the figure and individual comparisons, we indicate with “n.s.” that significance was not reached.

## 3. Results

### 3.1. RB and Atypical E2F Cooperate to Prevent Liver Cancer

Previous studies showed that loss of RB enhanced tumor formation in livers exposed to the hepatocarcinogen diethylnitrosamine (DEN) [34]. Those tumors expressed high levels of RB/E2F target genes, indicating that tumorigenesis in RB deficient livers may result from the deregulation of E2F dependent transcription. Atypical E2Fs are downstream targets of RB and their expression is frequently increased in tumors. Paradoxically, atypical E2Fs act as tumor suppressors in the liver [10,31]. Therefore, we asked whether atypical E2Fs could at least in part compensate for the loss of RB, via repression of E2F-responsive genes (Figure 1A). Thus, deletion of E2f7 and −8 would exacerbate the formation of Rb-deficient liver tumors. To test this hypothesis, we conditionally deleted E2f7, E2f8, and Rb (*Alb-Rb^−/−^7^−/−^8^−/−^*) in murine livers using the Cre/LoxP transgenic approach under the control of the hepatocyte-specific albumin promoter (Alb-Cre). We then compared lifespans and spontaneous liver tumor incidence of these triple knockout mice with E2f7 and E2f8 double knockout (*Alb-7^−/−^8^−/−^*), Rb single knockout (*Alb-Rb^−/−^*), and control littermates (Figure S1A). Mice were either found dead, or were euthanized when they were moribund. Deletion of atypical E2fs or Rb alone did not significantly alter the lifespan, but *Alb-Rb^−/−^7^−/−^8^−/−^* mice, namely males, lived significantly shorter lives than control mice, *Alb-Rb^−/−^* mice, and *Alb-7^−/−^8^−/−^* mice (Figure 1B and Figure S1B). Post-mortem analysis of the livers showed that 65% of *Alb-Rb^−/−^7^−/−^8^−/−^* mice had liver tumors, whereas only one Rb^−/−^ single knockout mouse carried a liver tumor (Figure 1C). There was a strong gender bias in liver tumor incidence, because nearly all tumors were seen in males (Figure S1C). This suggests that male *Alb-Rb^−/−^7^−/−^8^−/−^* mice develop tumors earlier than *Alb-7^−/−^8^−/−^* mice. Indeed, *Alb-7^−/−^8^−/−^* mice also developed liver tumors at the same incidence rate, however the tumor latency was longer compared to *Alb-Rb^−/−^7^−/−^8^−/−^* (Figure 1C and Figure S1D). These findings indicate that additional deletion of RB in E2F7/8 deficient liver has no major impact on tumor initiation, but results in enhanced tumor progression. Histopathology analysis revealed that *Alb-Rb^−/−^7^−/−^8^−/−^* mice had an increased incidence of malignant liver tumors (hepatocellular carcinomas) compared to *Alb-7^−/−^8^−/−^* mice, although this difference did not reach statistical significance (Figure 1D). Most HCCs were well differentiated, but 10% of those HCCs in *Alb-Rb^−/−^7^−/−^8^−/−^* mice were poorly-differentiated, suggesting a faster progression. Body and liver weights did not significantly differ between *Alb-7^−/−^8^−/−^* and *Alb-Rb^−/−^7^−/−^8^−/−^* mice (Figure S1E,F). No other pathologies were observed in the livers of the male *Alb-Rb^−/−^7^−/−^8^−/−^* mice, suggesting that their decreased lifespan was directly related to the liver tumors seen in these mice. Together, these data show that atypical E2Fs cooperate with RB to suppress liver cancer and that their combined loss causes liver cancer-associated mortality.

### 3.2. Loss of RB Results in Enhanced Proliferation and Deregulation of Cell Cycle Control in Atypical E2F-Deficient Liver Tumors

We performed immunohistochemical analysis of Ki67 expression in the tumors and the adjacent normal liver tissues. This analysis revealed a significant increase in percentage of Ki67 positive hepatocytes in *Alb-Rb^−/−^7^−/−^8^−/−^* and *Alb-7^−/−^8^−/−^* tumors compared to adjacent non-tumor tissue (Figure 2A,B). Furthermore, *Alb-Rb^−/−^7^−/−^8^−/−^* liver tumors showed significantly higher levels of Ki67-positive cells than those from *Alb-7^−/−^8^−/−^* mice, indicating that additional deletion of Rb enhanced proliferation of tumor cells.

The growth-suppressive properties of RB are thought to be largely dependent on its ability to interact with E2F1/2/3 to regulate E2F-dependent transcription, although non-canonical functions have been described [9]. Importantly, we showed previously that the main tumor suppressive mechanism of atypical E2Fs is their repressive function on E2F-dependent transcription [10,31]. We therefore investigated whether the enhanced proliferation and tumorigenesis in the triple-knockout mice could be explained by further deregulation of E2F dependent transcription in those livers. Firstly, we analyzed proliferation and E2F target gene expression in juvenile livers, when tumors are not yet present and the proliferation rate of hepatocytes is high. The DNA replication rates, shown by BrdU incorporation, were increased in *Alb-Rb^−/−^7^−/−^8^−/−^* compared to *Alb-7^−/−^8^−/−^* livers (Figure S2A). However, a similar increase was seen when comparing the Cre-negative littermates of *Alb-Rb^−/−^7^−/−^8^−/−^* livers to *Alb-7^−/−^8^−/−^* livers, indicating that additional deletion of Rb was not responsible for an increase in DNA replication at 4 weeks of age (Figure S2A). Consistently, E2F target gene expression was not increased in juvenile *Alb-Rb^−/−^7^−/−^8^−/−^* livers compared to *Alb-7^−/−^8^−/−^* livers (Figure S2B). We then analyzed the expression of multiple E2F-dependent genes in tumor and adjacent tumor areas. Consistent with our observations in the juvenile mice, there was not a significant up-regulation in *Alb-Rb^−/−^7^−/−^8^−/−^* tumors compared to *Alb-7^−/−^8^−/−^* tumors, with the exception of the licensing factor Cdt1 (Figure 2C). To explore gene expression changes in an unbiased manner, we performed RNA sequencing analysis on non-tumor tissue from controls and *Alb-7^−/−^8^−/−^* and *Alb-Rb^−/−^7^−/−^8^−/−^* tumors. 

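RNA was sequenced from 4 non-tumor livers of wild-type control mice, 4 liver tumors of mice in which E2f7 and E2f8 were deleted in hepatocytes (libraries labelled DKO) and 4 liver tumors of mice in which Rb1 was deleted as well (libraries labelled TKO). Poly(A) RNA was sequenced on a SOLiD instrument, and the authors mapped the reads to the mm9 mouse genome with BWA and counted them per gene with FeatureCounts. The deposited values are raw counts for 26301 genes with Entrez identifiers, without normalization. The total count per library ranged from 9165812 to 16190797 in control livers (median 13354735.5), from 13156779 to 16424973 in libraries labelled DKO (median 15258202) and from 10455159 to 16313303 in libraries labelled TKO (median 13874826.5). Albumin alone took between 4.82% and 22.7% of a library's counts. Library sizes were normalized with edgeR's TMM method, and the 13882 genes kept by edgeR's filter on low counts were compared with edgeR's quasi-likelihood test, with all 12 libraries in a single model and Benjamini-Hochberg adjustment. DESeq2, which the paper's methods name, was run on the same counts as an alternative. The paper's text does not name the strand setting or the treatment of reads that map to several places, so counts of overlapping genes and of near-identical gene copies are uncertain.
The deleted genes were looked at first, in CPM (counts scaled to library size). E2f7 (Entrez 52679, mm9 chromosome 10 from 110182495 to 110224440) had only 4 to 24 counts per library, with 0.806 ± 0.237 CPM in control livers, 1.15 ± 0.716 CPM in libraries labelled DKO and 0.804 ± 0.0869 CPM in libraries labelled TKO (SD, n = 4 each). E2f8 (Entrez 108961, chromosome 7 from 56121799 to 56136966) was at 6.18 ± 1.80 CPM in control livers and was higher in the tumors, at 20.5 ± 17.2 CPM in libraries labelled DKO and 26.2 ± 18.5 CPM in libraries labelled TKO. E2f7 and E2f8 do not separate the tumor libraries from the controls in the direction of a deletion. A count summed over a whole gene does not show which exons its reads came from. Rb1 (Entrez 19645, chromosome 14 from 73583480 to 73725629) was at 8.24 ± 1.82 CPM in control livers, 9.02 ± 1.51 CPM in libraries labelled DKO and 4.46 ± 0.991 CPM in libraries labelled TKO. All 4 libraries labelled TKO had less Rb1 than every other library, with 43 to 77 counts each. The log2 fold change of Rb1 between libraries labelled TKO and libraries labelled DKO was -1.01 (standard error 0.215, adjusted p = 0.281 from edgeR's quasi-likelihood test, and p = 0.0286 from a two-sided exact permutation test of this gene alone, the smallest p that 4 against 4 allow).

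**Figure D1:**
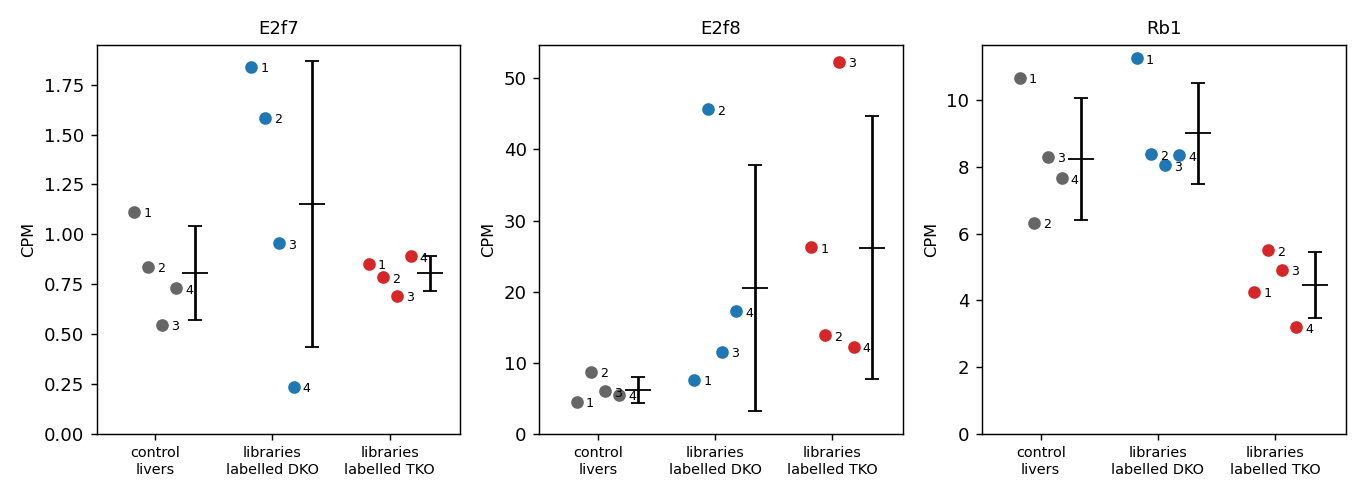
CPM of E2f7, E2f8 and Rb1 in each of the 12 libraries, with the replicate number beside each point and the mean and SD of each group (n = 4) to its right. The 4 libraries labelled TKO lie between 3.19 and 5.50 CPM for Rb1, below all the others.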

Pathway analysis of differentially expressed genes in the tumor samples revealed up-regulation of genes associated with cell cycle and cancer-related signaling pathways in tumors of both genotypes compared to wild-type control livers(Figure S2C). 

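Compared with the control livers, 336 of 13882 genes had an adjusted p under 0.05 in libraries labelled DKO (196 higher and 140 lower) and 12 in libraries labelled TKO (7 higher and 5 lower) by edgeR's quasi-likelihood test. The unadjusted p was under 0.05 for 3329 and 2259 genes. The 4 tumor values lay all above or all below the 4 control values for 2245 genes (16.2%) in libraries labelled DKO and for 1065 genes (7.67%) in libraries labelled TKO, where chance gives 2.86%. Both counts moved with the method and with single libraries. DESeq2 gave 1518 and 507 genes, which included all of those from edgeR. A covariate from sex-linked genes gave 6 and 5, but all 12 libraries have the pattern of male mice, so it does not correct for sex. For libraries labelled DKO, the edgeR fits that each left out a library gave 409 genes without DKO 3 and 166 without control 1. The other fits gave 0 to 7. For libraries labelled TKO, such fits gave 231 genes without TKO 3, the tumor closest to the control livers, and 0 to 10 otherwise. By DESeq2, 198 genes were higher and 122 lower in both comparisons, and 0 went opposite ways. By edgeR, 3 genes were higher and 0 were lower in both. The same 4 control livers entered both comparisons, which raises shared calls and lowers opposite ones by construction. Tubb2a, whose reads could be split with its paralog Tubb2b, had log2 fold changes of 2.81 (standard error 0.367, adjusted p = 0.0215) and 2.23 (standard error 0.360, adjusted p = 0.0499) in libraries labelled DKO and TKO. Nhsl1 had log2 fold changes of 0.99 (standard error 0.207, adjusted p = 0.0425) and 1.32 (standard error 0.208, adjusted p = 0.0499). Pea15a had log2 fold changes of 0.97 (standard error 0.170, adjusted p = 0.0333) and 1.10 (standard error 0.170, adjusted p = 0.0499). For each of these genes, all 4 libraries of either genotype were above all 4 control livers.
Reactome pathways were then tested for an excess of the genes called higher, with a one-sided Fisher's exact test against the tested genes that belong to a pathway. From the edgeR calls, 0 of 871 pathways had an adjusted p under 0.05 in either genotype, and the unadjusted p was under 0.05 for 51 pathways in libraries labelled DKO and 6 in libraries labelled TKO. From the DESeq2 calls, 20 of 880 pathways passed in libraries labelled DKO and 6 in libraries labelled TKO. In libraries labelled DKO they included laminin interactions (13 of 29 genes, 2.06 expected, adjusted p = 1.99e-05) and mitotic prometaphase (19 of 100 genes, 7.10 expected, adjusted p = 0.00419). The cyclin A and B1 events of the G2/M transition passed in both (6 of 15 genes, 1.07 expected, adjusted p = 0.0184, and 4 of 15 genes, 0.342 expected, adjusted p = 0.0448). So did the post-chaperonin folding of tubulin (9 of 16 genes, 1.14 expected, adjusted p = 0.000134, and 5 of 16 genes, 0.365 expected, adjusted p = 0.0178) and related chaperonin pathways. Of the 6 pathways of libraries labelled TKO, only cellular senescence (10 of 100 genes, 2.28 expected, adjusted p = 0.0232) did not pass in libraries labelled DKO. The whole Cell Cycle pathway held 48 of the genes DESeq2 called higher in libraries labelled DKO (32.0 expected, adjusted p = 0.0860) and 20 in libraries labelled TKO (10.3 expected, adjusted p = 0.176), so as a whole it did not pass in either, and its adjusted p was 1 from the edgeR calls. limma's camera uses the moderated t statistics of all tested genes and needs no calls, but takes genes rather than mice as its units. It placed the Cell Cycle pathway higher in both, with adjusted p = 0.00603 and 0.00671. It gave 83 and 89 pathways as higher than in control livers.
A list of 97 S and G2/M genes, added after the data were seen and scored in each library as the mean log2 CPM of the 96 that were tested, was at 1.70 ± 0.323 in control livers, 2.65 ± 0.582 in libraries labelled DKO and 2.47 ± 0.609 in libraries labelled TKO (SD, n = 4 each). The difference from the control livers was 0.95 in libraries labelled DKO (two-sided exact permutation test, p = 0.0571, 0.304 after adjustment over 39 score tests) and 0.77 in libraries labelled TKO (p = 0.0857, 0.304 after adjustment, exact permutation test). In each genotype, 3 of 4 tumors were above the highest control liver. Of these 96 genes, 91 and 92 had a higher mean in the tumors. edgeR called 4 and 0 of them over all genes, and 36 and 2 when p was adjusted over the list alone. The same counts with DESeq2 were 30 and 8, and 43 and 35.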

Downregulated pathways were mostly involved in energy metabolism (Figure S2C). 

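Among the genes called lower, the edgeR calls gave 1 pathway with an adjusted p under 0.05 in libraries labelled DKO, respiratory electron transport (6 of 66 genes, 0.623 expected, adjusted p = 0.0261 from a one-sided Fisher's exact test). In libraries labelled TKO, whose 5 lower genes leave little to test, 0 pathways passed and 5 had an unadjusted p under 0.05. The DESeq2 calls gave 10 pathways in libraries labelled DKO and 0 in libraries labelled TKO, where 32 had an unadjusted p under 0.05. The 10 were the citric acid cycle and respiratory electron transport (34 of 121 genes, 6.56 expected, adjusted p = 1.06e-13) and pathways nested in it, biological oxidations (25 of 166 genes, 9.00 expected, adjusted p = 0.000508), amino acid metabolism (22 of 163 genes, 8.84 expected, adjusted p = 0.00979), branched-chain amino acid catabolism and mitochondrial translation. By limma's camera, whose units are genes rather than mice, 61 pathways were lower in libraries labelled DKO and 25 in libraries labelled TKO. Respiratory electron transport was lower in both by camera, with adjusted p = 5.05e-18 and 9.74e-07.
The mean log2 CPM of the 66 respiratory electron transport genes, a score chosen after the pathway results were seen, was 5.95 ± 0.306 in control livers, 5.40 ± 0.0520 in libraries labelled DKO and 5.69 ± 0.195 in libraries labelled TKO (SD, n = 4 each). It was lower than in every control liver in all 4 libraries labelled DKO, a difference of -0.55 (two-sided exact permutation test, p = 0.0286, 0.304 after adjustment over all score tests). The mean of every gene of the pathway was lower in libraries labelled DKO, and edgeR called 6 of the genes over all genes and 43 with p adjusted over the pathway alone, against 25 and 47 with DESeq2. In libraries labelled TKO the difference was -0.26 (p = 0.200 by the same exact permutation test, 0.520 after adjustment). edgeR called 0 of its genes there by either adjustment, with a lowest adjusted p of 0.137, DESeq2 called 1 and 3, and 5 of the 66 genes had a higher mean than in the control livers. The pathway's genes are short (median 992 bases against 2963 for all genes). Each library's deviations from the gene means were correlated with log transcript length. Pearson's r was 0.0436 to 0.159 in libraries labelled DKO and -0.261 to 0.0618 in control livers. GC content and length were not regressed out of the score against the control livers, so length may account for part of the difference.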

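Between libraries labelled TKO and libraries labelled DKO, 0 of 13882 genes had an adjusted p under 0.05 by edgeR's quasi-likelihood test, and 1250 had an unadjusted p under 0.05. The lowest adjusted p was 0.243, for Tsen34, named after its values were seen, which was higher in all 4 libraries labelled TKO by a log2 fold change of 0.75 (standard error 0.111). The 4 values of the genotypes did not overlap for 676 genes (4.87%), where chance gives 2.86%. DESeq2 moved this count most. It gave 56 genes, 24 higher and 32 lower in libraries labelled TKO, and the values of 48 of them did not overlap between the genotypes. Rb1 was among them (DESeq2's log2 fold change -1.02, adjusted p = 0.00731, against 0.482 at most under the other alternatives). Of the 24 higher genes, 6 (25%) had pseudogene-like or ribosomal protein symbols, against 4.95% of the tested genes. No gene met the rule for naming genes under edgeR, so the largest non-overlapping changes among the DESeq2 calls are given, chosen after their values were seen. Mbnl3 (chromosome X from 48470446 to 48559709) was at 0.718 ± 0.326 CPM in libraries labelled DKO and 3.70 ± 1.53 CPM in libraries labelled TKO (SD, n = 4 each), an edgeR log2 fold change of 2.36 (standard error 0.402, adjusted p = 0.281). Its adjusted p under the alternatives ran from 0.000329 with DESeq2 to 0.482 with the 8 tumors alone. Them7 (chromosome 2 from 105064477 to 105219953) fell from 15.7 ± 10.1 CPM to 2.06 ± 1.38 CPM, an edgeR log2 fold change of -2.94 (standard error 0.551, adjusted p = 0.281, and 0.000147 to 0.482 under the alternatives). Ttc30b, Polr2i, Snhg8 and Ndufa3 were higher in libraries labelled TKO by edgeR log2 fold changes of 1.36 to 1.60, and Pde6c was lower (log2 fold change -2.88). H1f3 (8 to 44 counts in libraries labelled DKO and 1 to 3 in those labelled TKO), Phlda2 (15 to 72 and 1 to 7 counts) and Tmprss4 (14 to 297 and 3 to 11 counts) were lower as well, with too few counts for a useful fold change. The 297 counts of Tmprss4 were in DKO 4, and the other libraries labelled DKO had 14 to 27. Against the control livers, Polr2i, Snhg8 and Ndufa3 were lower in libraries labelled DKO (edgeR log2 fold changes -1.60, -1.59 and -1.31). In libraries labelled TKO they were at -0.13, -0.13 and 0.05. Pde6c was at 3.84 in libraries labelled DKO and 0.96 in libraries labelled TKO. Mbnl3 and Them7 differed from the control livers in libraries labelled TKO (3.01 and -3.54, adjusted p = 0.0489 and 0.0499 by edgeR's quasi-likelihood test).
The changes against the control livers were also compared across genes. With the control livers divided 2 and 2, so that no library entered both ratios, Pearson's r across the 13882 genes between the log2 ratios of the genotypes was 0.532 ± 0.140 (SD over the 6 ways to divide them, from 0.327 to 0.680). Genes are not independent replicates, so no p was computed. With all 4 control livers in both ratios, r was 0.763.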

Strikingly, we only identified 44 genes which were significantly differentially expressed between *Alb-Rb^−/−^7^−/−^8^−/−^* and *Alb-7^−/−^8^−/−^* tumors compared to controls, indicating that these tumors are remarkably similar (Figure S2D and Supplementary Table S1). 

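A panel of 50 E2F target genes, written down beforehand since the paper's text does not list its own, was scored in each library as the mean log2 CPM (TMM, prior count 2) of the 49 that passed the filter on low counts. The score was 2.32 ± 0.504 in control livers, 3.09 ± 0.596 in libraries labelled DKO and 3.18 ± 0.639 in libraries labelled TKO (SD, n = 4 each). In each genotype 3 of 4 tumors were above the highest control liver, which was at 2.94. DKO 4, at 2.43, and TKO 3, at 2.40, were not. The difference from the control livers was 0.77 in libraries labelled DKO (two-sided exact permutation test, p = 0.0571) and 0.86 in libraries labelled TKO (exact permutation test, p = 0.0857). Neither passed 0.05, and both were at 0.304 after adjustment over the family of score tests. The smallest p of this test is 0.0286, and scores that separated 2 groups completely also had 0.304 after adjustment. The adjusted values therefore cannot decide. The mean was higher than in the control livers for 42 and 46 of the 49 genes. edgeR called 1 of them in libraries labelled DKO, Mcm10, which was lower (log2 fold change -1.93, standard error 0.349, adjusted p = 0.0352, lower in all 4 tumors than in every control liver), and 0 in libraries labelled TKO, where the lowest adjusted p was 0.0989. With p adjusted over the panel alone, edgeR called 6 and 5 genes. DESeq2 called 9 and 5 genes of the panel over all genes, and 15 and 20 over the panel alone.

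**Figure D2:**
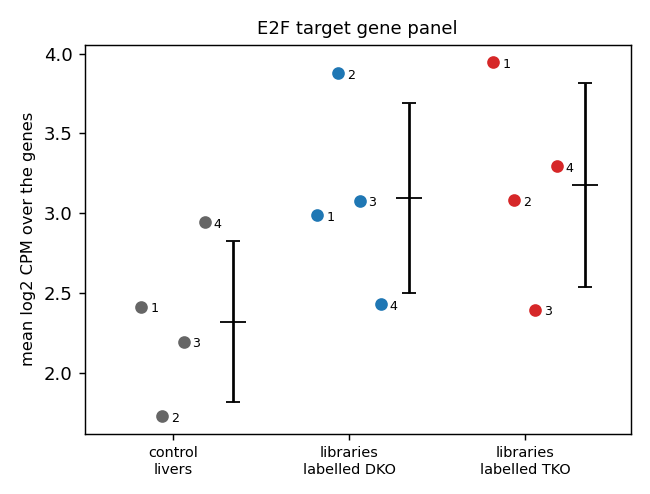
Mean log2 CPM of 49 E2F target genes in each of the 12 libraries, with the replicate number beside each point and the mean and SD of each group (n = 4) to its right. The libraries labelled DKO lie between 2.43 and 3.88 and those labelled TKO between 2.40 and 3.95.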

We then plotted expression of a panel of well-described E2F target genes. This analysis did not reveal differences between the tumor samples from *Alb-Rb^−/−^7^−/−^8^−/−^* and *Alb-7^−/−^8^−/−^* livers, consistent with the qPCR data shown in (Figure S2E). 

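The panel score differed between libraries labelled TKO and libraries labelled DKO by 0.09, less than the SD within either group (two-sided exact permutation test, p = 0.714, 0.871 after adjustment over the score tests). Of the 49 genes, 32 had a higher mean in libraries labelled TKO. Neither edgeR nor DESeq2 called any of them, with p adjusted over all genes or over the panel alone, and edgeR's lowest adjusted p was 0.450. limma's camera, which takes genes rather than mice as its units, gave p = 0.0196 for the panel being higher in libraries labelled TKO, while the same comparison over the 6 genes of Figure 2C was -0.17 (exact permutation test, p = 0.771). The highest log2 fold changes were those of Mcm10 (1.08, standard error 0.342, adjusted p = 0.450), Prim1 (1.02, adjusted p = 0.459) and Cdt1 (0.84, standard error 0.283, adjusted p = 0.460), and the lowest were those of Top2a (-0.86, standard error 0.562, adjusted p = 0.660), Brca1 (-0.76, standard error 0.364, adjusted p = 0.566) and Rrm2 (-0.74, standard error 0.545, adjusted p = 0.700), all from edgeR's quasi-likelihood test.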

Together, these data indicate that the cooperation between RB and atypical E2Fs in tumor suppression extends beyond compensatory E2F target gene repression.

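Of the E2F targets of Figure 2C, Ccna2 was at 10.7 ± 8.07 CPM in libraries labelled DKO and 6.73 ± 3.68 CPM in libraries labelled TKO (SD, n = 4 each), a log2 fold change of -0.66 (standard error 0.542, adjusted p = 0.732 from edgeR's quasi-likelihood test). Ccne1, E2f1, Cdc6 and Ccnb1 had log2 fold changes from -0.53 to 0.45, with adjusted p between 0.845 and 0.876 by edgeR. Cdt1 (Entrez 67177, chromosome 8 from 125091915 to 125097028) was at 3.86 ± 0.263 CPM in control livers, 5.18 ± 2.12 CPM in libraries labelled DKO and 9.26 ± 2.23 CPM in libraries labelled TKO. Its difference between the genotypes had p = 0.0571 by a two-sided exact permutation test, and all 4 libraries labelled TKO were above every control liver (log2 fold change 1.25, standard error 0.289, adjusted p = 0.118 by edgeR and 0.00822 by DESeq2, up to 0.133 under the other alternatives). Standard errors of 0.283 to 0.878 for these genes, from edgeR's model of all 12 libraries, limit what a comparison of 4 against 4 tumors can show. Taking its data together, with Cdt1 as the exception by qPCR, the paper reasons that RB and atypical E2Fs cooperate in tumor suppression through more than the repression of E2F target genes.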

Next, we determined whether the combined deletion of Rb/E2f7/8 changed the polyploidization status and cell cycle profile of hepatocytes, since these cell cycle genes have been shown to control liver cell polyploidization and cell cycle progression. Previous studies demonstrated that loss of RB enhances liver cell polyploidization, whereas ablation of E2F7/8 prevents polyploidization [34,35]. Consistent with previous studies, our *Alb-7^−/−^8^−/−^* juvenile livers showed a marked reduction of 4C and 8C nuclei compared to control littermates (Figure S2F). Remarkably, we found a similar ploidy reduction in juvenile *Alb-Rb^−/−^7^−/−^8^−/−^* triple knockout hepatocyte nuclei (Figure S2F), indicating that atypical E2Fs counteract RB in regulating liver cell polyploidization. We then analyzed the ploidy status in liver tumors and their adjacent normal tissue. In line with the observations in the juvenile mice, *Alb-7^−/−^8^−/−^* and *Alb-Rb^−/−^7^−/−^8^−/−^* hepatocytes remained mostly diploid in non-tumor areas. Interestingly, in liver tumors, we observed an altered cell cycle profile marked by an increase of 4C cell populations in *Alb-Rb^−/−^7^−/−^8^−/−^* tumors compared to *Alb-7^−/−^8^−/−^* tumors (Figure 2D,E). Tetraploidization or presence of G2-like cells could represent an early event in the tumorigenesis of *Alb-Rb^−/−^7^−/−^8^−/−^* livers, indicating enhanced genomic instability. To explore whether genomic instability was enhanced in *Alb-Rb^−/−^7^−/−^8^−/−^* tumors, we plotted a gene signature related to chromosomal instability [36]. This signature contains many genes involved in G2/M progression. 

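The signature was scored from a list of 70 human genes (CIN70), written down beforehand from memory of the published list and matched to mouse genes by symbol, since the paper's text does not list its genes. Of these, 69 passed the filter on low counts, and the score of a library was their mean log2 CPM. The libraries were those of the 4 control livers, the 4 tumors labelled DKO and the 4 tumors labelled TKO, normalized together.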

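In the list used here, 16 of the 70 signature genes were among 54 G2/M genes of the cell cycle lists in the Seurat package, 10 were among its 43 S-phase genes, and 15 were also in the panel of E2F target genes, so the signature and the panel are not independent measures.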

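The signature score was 2.32 ± 0.264 in control livers, 3.13 ± 0.455 in libraries labelled DKO and 2.94 ± 0.544 in libraries labelled TKO (SD, n = 4 each). It was above the highest control liver, which was at 2.64, in 3 of 4 tumors of each genotype. DKO 4 was at 2.64 as well, just below that control liver, and TKO 3 was at 2.30. The difference from the control livers was 0.81 in libraries labelled DKO (two-sided exact permutation test, p = 0.0571) and 0.61 in libraries labelled TKO (exact permutation test, p = 0.0857), each 0.304 after adjustment over the score tests. Scoring the genes as z-scores or with total counts as the only scaling brought the p for libraries labelled DKO to 0.0286. The mean was higher than in control livers for 58 of 69 genes in libraries labelled DKO and 62 in libraries labelled TKO, and edgeR called 3 and 0 genes of the signature in either direction over all genes, and 32 and 6 with p adjusted over the signature alone, against 27 and 5, and 33 and 11, with DESeq2. Prc1, chosen after its values were seen, was higher in libraries labelled DKO (log2 fold change 2.25, standard error 0.445, adjusted p = 0.0424 by edgeR, higher in 4 of 4 tumors than in every control liver).
Between the genotypes the score differed by -0.20 (two-sided exact permutation test, p = 0.629, 0.845 after adjustment), and its mean was higher in libraries labelled TKO for 22 of 69 genes. Neither edgeR nor DESeq2 called any gene of the signature, over all genes or over the signature alone, with a lowest edgeR adjusted p of 0.450. The sign of this difference rested on single tumors, since it ran from -0.42 to 0.02 across the fits that each left out a tumor.

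**Figure D3:**
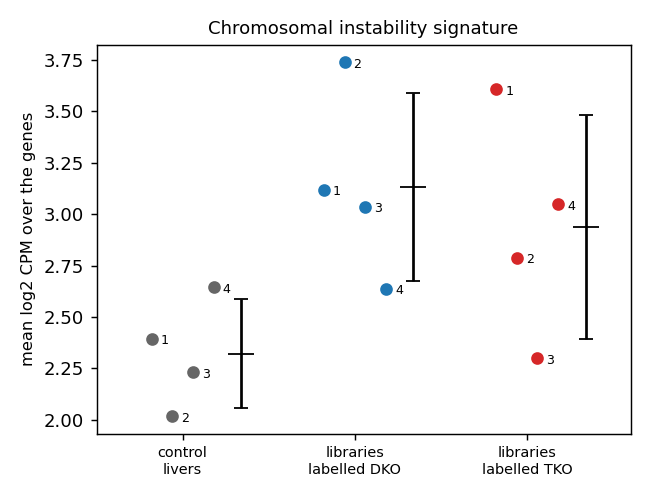
Mean log2 CPM of 69 genes of the chromosomal instability signature in each of the 12 libraries, with the replicate number beside each point and the mean and SD of each group (n = 4) to its right. The highest control liver is at 2.64, and 3 tumors of each genotype lie above it.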

Although expression of this signature was increased in most tumors compared to wild type livers, we did not observe a difference between *Alb-Rb^−/−^7^−/−^8^−/−^* and *Alb-7^−/−^8^−/−^* tumors (Figure S2G), consistent with our notion that the emergence of 4C cells had been an early event. In line with this, DNA damage, measured by quantification of ƴH2AX-postive hepatocytes, was not different between *Alb-Rb^−/−^7^−/−^8^−/−^* and *Alb- 7^−/−^8^−/−^* tumors (Figure S2H).

Previous studies have shown that deletion of Rb in livers can cause defects in mitotic entry and activation of the DNA damage checkpoint [37]. Furthermore, the E2F7/8 loss can cause defects in the DNA damage checkpoint [38]. Thus, combined loss of RB and atypical E2Fs could cause altered cell cycle fates of damaged cells to eventually promote tumorigenesis. 

Together, our data demonstrate that atypical E2Fs act as tumor suppressors and negative regulators of proliferation in RB-null livers. Although they are active during different phases of the cell cycle, Rb during G1/S transition and atypical E2Fs during S/G2 (Figure 1A), their combined action could be required to maintain genomic integrity and prevent oncogenesis in the liver.

### 3.3. E2F7 and −8 Promote Tumorigenesis in Pituitary Gland of Rb^+/−^ Mice

We next sought to investigate if the genetic interaction between RB and atypical E2Fs would be different in other tissues. To this end, we investigated the consequences of E2F7 and E2F8 loss in Rb^+/−^ mice, a well-established loss-of-heterozygosity model characterized by the emergence of tumors in the pituitary and thyroid glands. Because global combined deletion of E2f7 and E2f8 results in embryonic lethality due to a placental phenotype [30,39], we crossed conventional knock-out mice with single homozygous deletion of E2f7 or E2f8 with Rb^+/−^ mice to generate the following experimental cohorts: *Rb^+/−^*; *Rb^+/−^7 ^−/−^*; *Rb^+/−^8 ^−/−^*; *7^−/−^* and *8^−/−^* mice. We performed a cross-sectional pathology study at the age of 14 months. Consistent with previous reports, a high percentage of adult Rb^+/−^ mice developed spontaneous pituitary tumors. Surprisingly, additional deletion of E2f7 or E2f8 resulted in significantly lower pituitary tumor incidence compared to Rb^+/−^ mice (Figure 3A). Mice with single deletion of E2f7 or −8 did not develop any spontaneous pituitary tumors.

We further examined those pituitary tumors by performing pathological analysis. Histology showed that the pituitary glands of single E2f7 (*7^−/−^*) or E2f8 (*8^−/−^*) mutant littermates appeared completely normal (Figure S3A). The histological features of *Rb^+/−^* pituitary tumors were entirely consistent with previous studies where carcinomas originated from the intermediate lobe were highly prevalent [40] (Figure S3B). The percentage of malignant tumors was reduced in *Rb^+/−^ 7^−/−^* and *Rb^+/−^ 8^−/−^* compared to *Rb^+/−^* mice (Figure 3B,C). These results strongly suggest that E2F7 and −8 might act as oncogenes in Rb-deficient pituitaries.

Beside pituitary tumors, *Rb^+/−^* mice are also predisposed to develop c-cell hyperplasia, which subsequently can progress into medullary thyroid carcinomas [41,42]. We therefore also histologically examined the incidence of hyperplasia and tumorigenesis in the thyroid gland and other glands, namely adrenal and mammary glands. We observed a slight trend, although not a significant one, of increased thyroid tumor incidence in *Rb^+/−^7^−/−^* compared to *Rb^+/−^* mice (Figure 3D). The opposite trend occurred in *Rb^+/−^8^−/−^* mice, where loss of E2F8 reduced the incidence of Rb-deficient thyroid tumors. Pathological analysis revealed that four out of the five *Rb^+/−^7^−/−^* tumor lesions were medullary thyroid carcinomas, suggesting that loss of E2F7 aggravates the malignant progression of Rb-deficient thyroid tumors (Figure 3E,F). We also analyzed the adrenals and mammary glands of these mice, but we only incidentally observed tumors, with no statistically increased incidence in any of the analyzed genotypes (Figure 3D). Early lesions (hyperplasia) were frequently encountered but there were no significant differences between genotypes (Figure S3C). Overall, these data demonstrate that E2F7 and E2F8 clearly contribute to the tumor formation in the pituitary glands of *Rb^+/−^* mice, while in the thyroid glands, loss of atypical E2Fs does not have a significant impact on RB loss dependent tumorigenesis. This demonstrates that the interaction between atypical E2Fs and RB is highly tissue-specific.

### 3.4. E2F7 and −8 Overexpression Promotes Spontaneous Lung Tumorigenesis

Having discovered that atypical E2Fs can have oncogenic functions in a Rb-mutant background, we asked if overexpression of E2F7 or −8 by itself could be sufficient to drive tumorigenesis. Previously we developed E2f7 and E2f8 transgenic (Tg) mice capable of blocking the proliferation of chemically-induced hepatocellular carcinomas, consistent with their role as tumor suppressors in the liver [31]. These mice carry ubiquitously expressed doxycycline-inducible E2f7/8 alleles. We now induced long-term overexpression of atypical E2Fs and analyzed tumor incidence in aged mice. We maintained a cohort of male and female *control, E2f7, E2f8*, and *E2f8^DBDmut^ Tg* mice on lifelong doxycycline chow, starting from young adulthood- 3-4 months old (Figure 4A). *E2f8^DBDmut^* mice carrying mutations in both DNA-binding domains were included as an additional control group because they are transcriptionally inactive [31]. Chronic E2F7 or E2F8 overexpression did not significantly affect lifespan, although we noticed that a subset of male and female *E2f7* Tg mice died within the first weeks of doxycycline induction (Figure 4B and Figure S4A).

Immunohistochemistry staining showed that transgenic E2F7-EGFP and E2F8-EGFP were mainly found in proliferative adult tissues (Figure S4B). This is consistent with previous findings describing that E2F7/8 proteins are efficiently degraded in non-cycling cells [10,20]. We also observed a decline in EGFP expression over time (Figure S4C). This decrease in transgene expression can be explained by a decrease in overall proliferation rates during aging, but also by the negative selection pressure on transgenic cells caused by the antiproliferative effect of atypical E2Fs. Furthermore, we found increased apoptosis in small intestinal crypts of *E2f7* Tg mice treated for 3 months with doxycycline (Figure S4D), which could also contribute to the lower number EGFP positive cells observed in aged Tg mice. Thus, inhibition of cell proliferation in intestinal epithelium and other rapidly dividing tissues, could at least partially explain why some *E2f7* Tg mice presented early lethality (Figure 4B and Figure S4A).

To initially screen for tumors, we performed necropsy on *control*, *E2f7*, *E2f8*, and *E2f8^DBDmut^* Tg mice. Interestingly, we observed an increased presence of tumors in the lungs of transgenic mice, but not in any other organ (Figure S5A). To confirm and quantify this observation, we performed microscopic analysis of at least 5 different lung sections per mouse. Both *E2f7* and *E2f8* Tg mice indeed presented a higher microscopic lung tumor incidence than controls and *E2f8^DBDmut^* Tg (Figure 4C and Figure S5B). Lung tumors are often observed in ageing mice, especially in the FVB strain [43], and these findings suggest that overexpression of atypical E2Fs may drive oncogenesis in some tumor-prone tissue contexts. Histopathology revealed that the vast majority of the tumors in all genotypes were focal adenomas with rather low proliferation rates (Figure S5C). Nonetheless, we found a few cases of more aggressive multifocal adenocarcinomas in *E2f7* and *E2f8* Tg mice, and not in the other genotypes shown in (Figure 4E,F). Importantly, *E2f8^DBDmut^* Tg mice, which carry mutations in the DNA binding domain of E2f8, did not show increased lung tumor incidence, which strongly suggests that the oncogenic action of atypical E2Fs in the lungs is due to mis-regulation of target gene transcription rather than due to another mechanism.

This raises the question of whether the E2F target gene expression was repressed or activated in the lung epithelium. To answer this, we analyzed target gene expression after 3 days of E2F7/8 induction in 21 year-old juvenile Tg mice for 3 days as previously described [31]. Doxycycline caused an induction of *E2f7* Tg and *E2f8* Tg proteins, which was analyzed by EGFP-IHC staining, and mild repression of E2F target transcripts (Figure S5D,E). These results show that long term in vivo overexpression of atypical E2Fs can promote tumor growth in the lungs, most likely via a mechanism involving transcriptional repression.

## 4. Discussion

The results presented here highlight the complexity of the E2F/RB pathway in tumorigenesis. Unrestrained E2F-dependent transcription is linked to tumor progression and poor prognosis in several cancer types. However, the consequences of deleting RB and atypical E2Fs—two independent mechanisms that both repress E2F-dependent transcription—were strikingly context and tissue-specific. While atypical E2Fs and RB cooperate to prevent liver tumorigenesis, they counteract each other in pituitary glands. In line with this, we revealed that long-term expression of atypical E2F enhances spontaneous lung tumorigenesis. This suggests that E2F7/8 can act as oncogenes besides their tumor suppressor functions.

Although surprising, our findings are consistent with previous studies that also revealed dual roles for other E2F family members. For example, various mouse models unequivocally showed that E2f1 and E2f3 can both act as tumor suppressors or oncogenes, depending on tissue context [10,41]. But what determines the tissue specific functions of atypical E2Fs? In chemical-induced skin carcinogenesis, we previously showed that atypical E2Fs block tumorigenesis by mediating a cell cycle arrest in cells with unresolved DNA damage [11]. In the genetic models presented here, levels of genotoxic stress are much lower and possibly other downstream effects of atypical E2Fs come into play. In the liver, the maintenance of cell cycle checkpoints appears to be critical herein. We demonstrated previously that E2F7 and −8 suppress tumor growth in the liver via transcriptional repression of E2F targets and possibly through promoting polyploidization [10,31]. Although RB loss in the liver results in elevated expression of the same target genes [22], the timing during the cell cycle is completely different [1,19,44]. RB prevents cells from making the G1-S transition, whereas atypical E2Fs repress target genes during late S and G2. Hence atypical E2Fs are involved in the DNA damage checkpoint [18,45], whereas RB activates the G1/S checkpoint [1,46]. Manipulating both checkpoints by combined deletion of E2F7/8 and RB would thus further enhance the risk of genomic instability and cancer than either one of these interventions alone.

This checkpoint-based hypothesis does not explain our observations that E2f7 or E2f8 deletion prevented pituitary tumor formation in the Rb^+/−^ model. It should be kept in mind this is a different tumor model, in which loss of heterozygosity (LOH) of the Rb gene is a key early event in the formation of pituitary tumors, whereas Rb is homozygously deleted in our Alb-Cre model. Therefore, it is possible that atypical E2Fs promote LOH in the pituitary tissue. Although it is difficult to experimentally address this possibility, previous studies showed that inhibition of DNA repair genes could cause LOH [47]. This fits with our previous observations that E2F7 and −8 repress multiple DNA repair factors during G2 [18]. However, it is not clear why the pituitary tissue would be so exquisitely sensitive to E2F7/8-induced LOH of the Rb locus. No other tissues in the Rb^+/−^ mice showed evidence that E2F7/8 loss promoted LOH.

Our long-term E2F7/8 overexpression studies suggest that lung is another tissue in which atypical E2Fs can act as oncogenes in vivo. This is consistent with previous in vitro work claiming an oncogenic function of E2F8 in lung cancer cell lines [48]. The question then arises if LOH plays a role in the emergence of the lung adenomas and adenocarcinomas in the *E2f7/8* Tg mice. Our Tg mice were bred one generation into the FVB background. FVB mice are more prone to develop these spontaneous lung tumors than other strains, suggesting a genetic predisposition [43]. Possibly, FVB mice first acquire a heterozygous mutation in a key lung tumor suppressor gene, and LOH is an important second hit event for these tumors to appear. Therefore, LOH in this model is difficult to prove but again conceivable. Nevertheless, cell non-autonomous effects could also play a role in lung tumorigenesis. We reported before that *E2f7/8* Tg mice inhibits proliferation of rapidly dividing tissues. This could include white blood cells, and immunosurveillance of (pre-)malignant cells in the lungs could thus be impaired in *E2f7/8* Tg mice.

## 5. Conclusions

Taken together, the in vivo studies presented here indicate that atypical E2Fs and RB both control multiple mechanisms that are required to maintain genomic integrity. The importance of balancing E2F-dependent transcription extends far beyond controlling the G1/S transition and apoptosis. Its role in maintenance of genomic stability is highly complex and tissue-dependent. Moreover, we showed previously evidence that E2F-dependent transcription can be highly heterogeneous between single cancer cells [38]. Therefore, it will be important to study how variation in E2F-dependent transcription in both RB-mutant and RB-intact tumors will affect for example prognosis and anti-cancer drug responses.

## Figures and Tables

**Figure 1:**
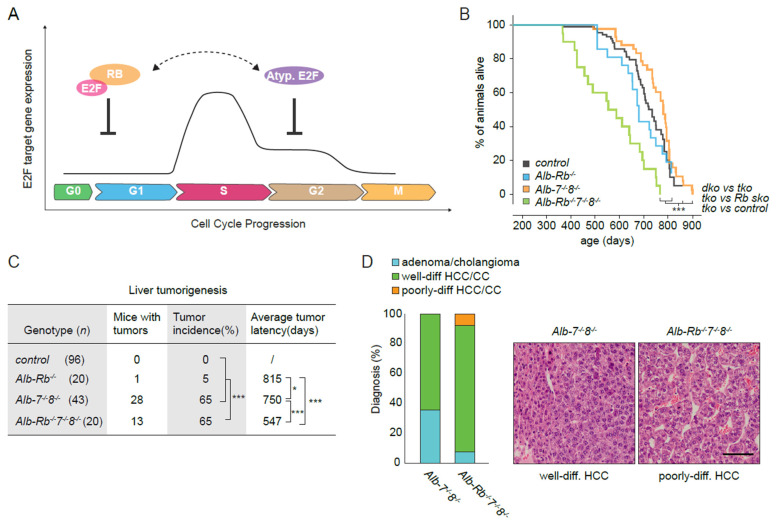
Atypical E2Fs and RB cooperate to prevent liver cancer. (**A**) Schematic representation of the regulation of E2F dependent transcription by RB and atypical E2Fs in the cell cycle. (**B**) Kaplan–Meier overall survival curves of control (*n* = 96), *Alb-Rb^−/−^* (Rb sko; *n* = 20), *Alb-7^−/−^ 8^− /−^* (dko; *n* = 43) and *Alb-Rb^−/−^ 7^−/−^ 8^−/−^* (tko; *n* = 20) mice. (**C**) Table indicating tumor incidence (%) and tumor latency (days) of the indicated genotypes at the end of life-span. (**D**) Histological classification of tumors from *Alb-7^−/−^ 8^− /−^* (*n* = 28) and *Alb-Rb^−/−^ 7^−/−^ 8^−/−^* (*n* = 13) mice. In the right representative pictures of well and poorly differentiated HCC tumors. Scale bar: 50 µm. Data information: In (**B**,**C**); * *p* < 0.05, *** *p* < 0.001 (Log Rank Mantel-Cox test and Chi-square (tumor incidence)).

**Figure 2:**
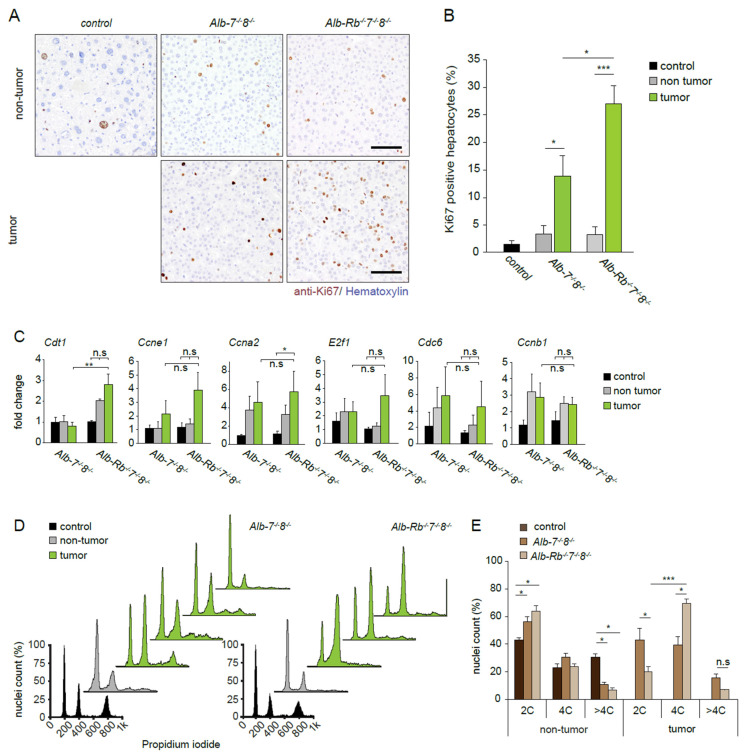
Combined loss of E2F7/8 and RB results in rapidly proliferating liver tumors. (**A**) Representative pictures of Ki67 showing proliferating cells in non-tumor and tumor areas of livers from the indicated genotypes. Tumors were collected at the end of life-span. Scale bars: 50 µm. (**B**) Quantification of Ki67 immunohistochemistry in 5 fields (40× objective) in tumor and adjacent non tumor areas of the livers from the indicated genotypes. Controls represent Alb-Cre negative littermates analyzed at the same time point as Alb-Cre positive ones. The data are presented as average ±SEM (1 tumor per mice was analyzed/mouse; *n* = 6–7 mice). (**C**) Transcript levels of E2F target genes in the indicated areas from *Alb−7^−^/^−^8^−^/^−^* and *Alb-Rb^−^/^−^7^−^/^−^8^−^/^−^* mice. Fold changes were adjusted to average of controls and *Actb* and *Gapdh* were used to normalize the expression. Data represent average ± SEM (*n* = 5–6 mice). (**D**) Representative cell cycle profiles analyzed by flow cytometry of the indicated areas and genotypes. E. Quantification of nuclei from the cell cycle profiles in (**D**) Data represent average ± SEM (*n* = 3–5). Data information: In (**B**) * *p* < 0.05, (Mann–Whitney Rank Sum test); (**C**,**E**) * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001 (One Way ANOVA).

**Figure 3:**
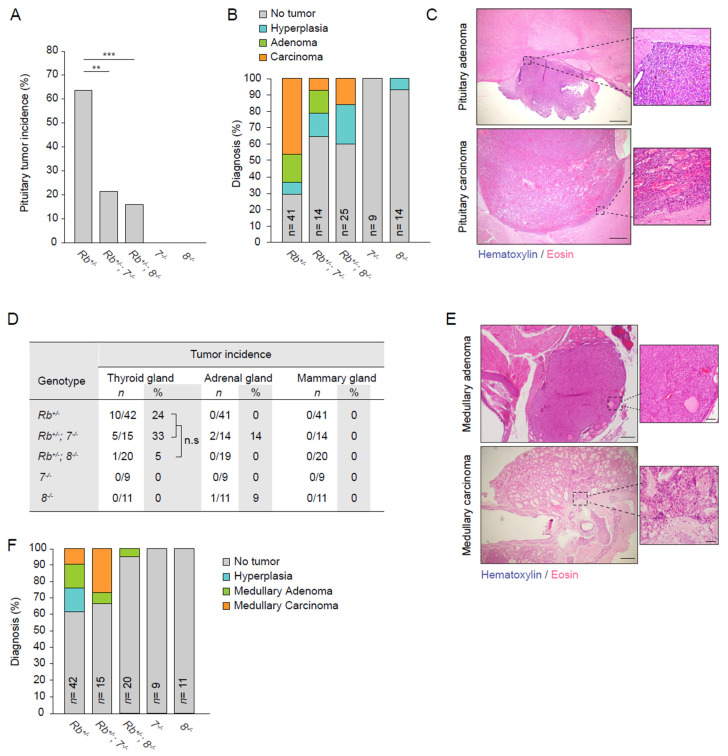
E2F7 and −8 promote tumorigenesis in pituitary glands with RB loss (**A**) Pituitary tumor incidence (%) in 14 months old mice from the indicated genotypes. Data collected from *Rb^+^/^−^ n* = 41; *Rb^+^/^−^, 7^−^/^−^ n* = 14; *Rb^+^/^−^, 8^−^/^−^ n* = 25; *7^−^/^−^ n* = 9; *8^−^/^−^ n* = 14. (**B**) Histological diagnoses of pituitary glands from (**A**,**C**) Representative images of histological features of pituitary tumors. Scale bars: left picture 500 µm; right 50 µm. (**D**) Microscopic tumor incidence of additional neuroendocrine glands from mice in (**A**,**E**) Representative images of histological features of thyroid tumors. Scale bars: left picture 500 µm; right 50 µm. (**F**). Histological diagnoses of thyroid tumors from (**E**) Data information: In (**A**,**D**); n.s not significant, ** *p* < 0.01, *** *p* < 0.001 (chi-square).

**Figure 4:**
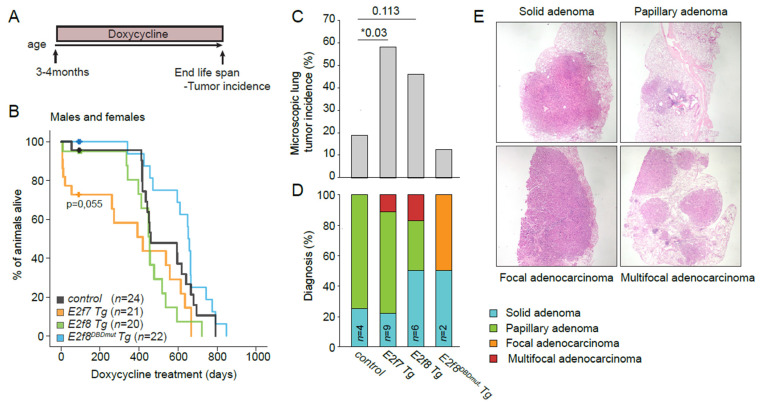
E2F7 or −8 overexpression promotes spontaneous lung tumorigenesis. (**A**) Experimental scheme of the long-term induction of E2F7 and −8 in the transgenic mice. (**B**) Kaplan–Meier overall survival of males and females control (*n* = 24); *E2f7* Tg (*n* = 21); *E2f8* Tg (*n* = 20); *E2f8DBD^mut^* Tg (*n* = 22) mice. (**C**) Microscopic lung tumor incidence in the indicated genotypes of mice euthanized at the end of life-span. *Control* (*n* = 16); *E2f7* Tg (*n* = 12); *E2f8* Tg (*n* = 13); *E2f8DBD^mut^* Tg (*n* = 16) mice. (**D**) Pathological analysis of the lung tumors. (**E**) Representative images of the different pathological diagnoses in (**E**) Data information: In (**B**) Log-rank Mantel–Cox test. In (**C**,**D**) n.s not significant, * *p* < 0.05 (chi-square).

## Data Availability

All RNA-sequencing data were deposited in the Gene Expression Omnibus with the following accession number GSE172508.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/cancers13092033/s1, Figure S1: Atypical E2Fs and RB cooperate to prevent liver cancer , Figure S2: Loss of RB results in deregulation of cell cycle control in atypical E2F-deficient liver tumors, Figure S3: Effect of E2F7 and −8 deletion in pituitary glands of RB heterozygous mice, Figure S4: Overexpression of atypical E2Fs affects rapidly proliferating tissues in mice, Figure S5: E2F7 or −8 overexpression promotes spontaneous lung tumorigenesis; Table S1: Significantly and differentially expressed genes in *Alb-Rb^−/−^7^−/−^8^−/−^* versus *Alb-7^−/−^8^−/−^* tumors; Table S2: mouse qPCR primers.

## References

[1] Bertoli C., Skotheim J.M., de Bruin R.A.M. (2013). Control of cell cycle transcription during G1 and S phases. Nat. Rev. Mol. Cell Biol..

[2] Chen P.L., Scully P., Shew J.Y., Wang J.Y., Lee W.H. (1989). Phosphorylation of the retinoblastoma gene product is modulated during the cell cycle and cellular differentiation. Cell.

[3] Nevins J.R. (2001). The Rb/E2F pathway and cancer. Hum. Mol. Genet..

[4] Weinberg R.A. (1995). The retinoblastoma protein and cell cycle control. Cell.

[5] Ewen M.E., Faha B., Harlow E., Livingston D.M. (1992). Interaction of p107 with cyclin A independent of complex formation with viral oncoproteins. Science.

[6] Cobrinik D., Whyte P., Peeper D.S., Jacks T., Weinberg R.A. (1993). Cell cycle-specific association of E2F with the p130 E1A-binding protein. Genes Dev..

[7] Hurford R.K., Cobrinik D., Lee M.H., Dyson N. (1997). pRB and p107/p130 are required for the regulated expression of different sets of E2F responsive genes. Genes Dev..

[8] Cobrinik D. (2005). Pocket proteins and cell cycle control. Oncogene.

[9] Dick F., Goodrich D., Sage J., Dyson N. (2018). Non-canonical functions of the RB protein in cancer. Nat. Rev. Cancer.

[10] Kent L., Rakijas J., Pandit S., Westendorp B., Chen H., Huntington J., Tang X., Bae S., Srivastava A., Senapati S. (2016). E2f8 mediates tumor suppression in postnatal liver development. J. Clin. Investig..

[11] Thurlings I., Martínez López L.M., Westendorp B., Zijp M., Kuiper R., Tooten P., Kent L.N., Leone G., Vos H.J., Burgering B. (2017). Synergistic functions of E2F7 and E2F8 are critical to suppress stress-induced skin cancer. Oncogene.

[12] Kent L.N., Leone G. (2019). The broken cycle: E2F dysfunction in cancer. Nat. Rev. Cancer.

[13] Di Stefano L., Jensen M., Helin K. (2003). E2F7, a novel E2F featuring DP-independent repression of a subset of E2F-regulated genes. EMBO J..

[14] Maiti B., Li J., de Bruin A., Gordon F., Timmers C., Opavsky R., Patil K., Tuttle J., Cleghorn W., Leone G. (2005). Cloning and characterization of mouse E2F8, a novel mammalian E2F family member capable of blocking cellular proliferation. J. Biol. Chem..

[15] Logan N., Graham A., Zhao X., Fisher R., Maiti B., Leone G., La Thangue N.B. (2005). E2F-8: An E2F family member with a similar organization of DNA-binding domains to E2F-7. Oncogene.

[16] Logan N., Delavaine L., Graham A., Reilly C., Wilson J., Brummelkamp T., Hijmans E.M., Bernards R., La Thangue N.B. (2004). E2F-7: A distinctive E2F family member with an unusual organization of DNA-binding domains. Oncogene.

[17] de Bruin A., Maiti B., Jakoi L., Timmers C., Buerki R., Leone G. (2003). Identification and characterization of E2F7, a novel mammalian E2F family member capable of blocking cellular proliferation. J. Biol. Chem..

[18] Yuan R., Liu Q., Segeren H., Yuniati L., Guardavaccaro D., Lebbink R., Westendorp B., De Bruin A. (2019). Cyclin F-dependent degradation of E2F7 is critical for DNA repair and G2-phase progression. EMBO J..

[19] Westendorp B., Mokry M., Groot Koerkamp M.J.A., Holstege F.C.P., Cuppen E., de Bruin A. (2012). E2F7 represses a network of oscillating cell cycle genes to control S-phase progression. Nucleic Acids Res..

[20] Boekhout M., Yuan R., Wondergem A., Segeren H., van Liere E., Awol N., Jansen I., Wolthuis R.M., De Bruin A., Westendorp B. (2016). Feedback regulation between atypical E2Fs and APC/CCdh1 coordinates cell cycle progression. EMBO Rep..

[21] Aksoy O., Chicas A., Zeng T., Zhao Z., McCurrach M., Wang X., Lowe S.W. (2012). The atypical E2F family member E2F7 couples the p53 and RB pathways during cellular senescence. Genes Dev..

[22] Srinivasan S., Mayhew C., Schwemberger S., Zagorski W., Knudsen E. (2007). RB loss promotes aberrant ploidy by deregulating levels and activity of DNA replication factors. J. Biol. Chem..

[23] Zheng L., Flesken-Nikitin A., Chen P., Lee W. (2002). Deficiency of Retinoblastoma Gene in Mouse Embryonic Stem Cells Leads to Genetic Instability. Cancer Res..

[24] Zheng L., Lee W. (2002). Retinoblastoma tumor suppressor and genome stability. Adv. Cancer Res..

[25] Brugarolas J., Moberg K., Boyd S.D., Taya Y., Jacks T., Lees J.A. (1999). Inhibition of cyclin-dependent kinase 2 by p21 is necessary for retinoblastoma protein-mediated G1 arrest after γ-irradiation. Proc. Natl. Acad. Sci. USA.

[26] Harrington E.A., Bruce J.L., Harlow E., Dyson N. (1998). pRB plays an essential role in cell cycle arrest induced by DNA damage. Proc. Natl. Acad. Sci. USA.

[27] Carvajal L.A., Hamard P., Tonnessen C., Manfredi J.J. (2012). E2F7, a novel target, is up-regulated by p53 and mediates DNA damage-dependent transcriptional repression. Genes Dev..

[28] Huang P.H., Cook R., Zoumpoulidou G., Luczynski M.T., Mittnacht S. (2015). Retinoblastoma family proteins: New players in DNA repair by non-homologous end-joining. Mol. Cell Oncol..

[29] Vélez-Cruz R., Manickavinayaham S., Biswas A.K., Clary R.W., Premkumar T., Cole F., Johnson D.G. (2016). RB localizes to DNA double-strand breaks and promotes DNA end resection and homologous recombination through the recruitment of BRG1. Genes Dev..

[30] Li J., Ran C., Li E., Gordon F., Comstock G., Siddiqui H., Cleghorn W., Chen H.Z., Kornacker K., Liu C.G. (2008). Synergistic function of E2F7 and E2F8 is essential for cell survival and embryonic development. Dev. Cell.

[31] Moreno E., Toussaint M.J.M., van Essen S., Bongiovanni L., van Liere E., Koster M., Yuan R., van Deursen J.M., Westendorp B., de Bruin A. (2020). E2F7 is a potent inhibitor of liver tumor growth in adult mice. Hepatology.

[32] Liao Y., Smyth G.K., Shi W. (2014). featureCounts: An efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics.

[33] Love M.I., Huber W., Anders S. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[34] Mayhew C., Carter S., Fox S., Sexton C., Reed C., Srinivasan S., Liu X., Wikenheiser–Brokamp K., Boivin G.P., Lee J.S. (2007). RB loss abrogates cell cycle control and genome integrity to promote liver tumorigenesis. Gastroenterology.

[35] Pandit S., Westendorp B., Nantasanti S., van Liere E., Tooten P.C.J., Cornelissen P.W.A., Toussaint M.J., Lamers W.H., De Bruin A. (2012). E2F8 is essential for polyploidization in mammalian cells. Nat. Cell Biol..

[36] Carter S.L., Eklund A.C., Kohane I.S., Harris L.N., Szallasi Z. (2006). A signature of chromosomal instability inferred from gene expression profiles predicts clinical outcome in multiple human cancers. Nat. Genet..

[37] Bourgo R.J., Ehmer U., Sage J., Knudsen E.S. (2011). RB deletion disrupts coordination between DNA replication licensing and mitotic entry in vivo. Mol. Biol. Cell.

[38] Segeren H.A., van Rijnberk L.M., Moreno E., Riemers F.M., van Liere E.A., Yuan R., Wubbolts R., de Bruin A., Westendorp B. (2020). Excessive E2F Transcription in Single Cancer Cells Precludes Transient Cell-Cycle Exit after DNA Damage. Cell Rep..

[39] Ouseph M., Li J., Chen H., Pécot T., Wenzel P., Thompson J., Comstock G., Chokshi V., Byrne M., Forde B. (2012). Atypical E2F repressors and activators coordinate placental development. Dev. Cell.

[40] Hu N., Gutsmann A., Herbert D.C., Bradley A., Lee W.H., Lee E.Y. (1994). Heterozygous Rb-1 delta 20/+mice are predisposed to tumors of the pituitary gland with a nearly complete penetrance. Oncogene.

[41] Yamasaki L., Bronson R., Williams B.O., Dyson N.J., Harlow E., Jacks T. (1998). Loss of E2F-1 reduces tumorigenesis and extends the lifespan of Rb1(+/-)mice. Nat. Genet..

[42] Williams B.O., Remington L., Albert D.M., Mukai S., Bronson R.T., Jacks T. (1994). Cooperative tumorigenic effects of germline mutations in Rb and p53. Nat. Genet..

[43] Mahler J.F., Stokes W., Mann P.C., Takaoka M., Maronpot R.R. (1996). Spontaneous lesions in aging FVB/N mice. Toxicol. Pathol..

[44] Cuitiño M.C., Pécot T., Sun D., Kladney R., Okano-Uchida T., Shinde N., Saeed R., Perez-Castro A.J., Webb A., Liu T. (2019). Two Distinct E2F Transcriptional Modules Drive Cell Cycles and Differentiation. Cell Rep..

[45] Yuan R., Vos H.R., van Es R.M., Chen J., Burgering B.M., Westendorp B., de Bruin A. (2018). Chk1 and 14-3-3 proteins inhibit atypical E2Fs to prevent a permanent cell cycle arrest. EMBO J..

[46] Shan B., Durfee T., Lee W.H. (1996). Disruption of RB/E2F-1 interaction by single point mutations in E2F-1 enhances S-phase entry and apoptosis. Proc. Natl. Acad. Sci. USA.

[47] Andersen M.P., Nelson Z.W., Hetrick E.D., Gottschling D.E. (2008). A genetic screen for increased loss of heterozygosity in Saccharomyces cerevisiae. Genetics.

[48] Park S., Platt J., Lee J.W., López-Giráldez F., Herbst R.S., Koo J.S. (2015). E2F8 as a Novel Therapeutic Target for Lung Cancer. J. Natl. Cancer Inst..

How the deposited data were processed for this re-analysis (not part of the article)

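Liver RNA was measured in 12 libraries, 4 from non-tumor livers of wild-type mice, 4 from liver tumors labelled DKO (E2f7 and E2f8 deleted in hepatocytes) and 4 from liver tumors labelled TKO (Rb1, E2f7 and E2f8 deleted in hepatocytes). The authors mapped SOLiD reads to the mm9 (NCBI37) genome with BWA and counted reads per gene with FeatureCounts, and the deposited values are these raw counts, whole numbers for 26301 Entrez genes, without normalization. The authors' software versions, the strand setting and the treatment of reads that map to several places are not named in the paper's text. Conditions and replicate numbers come from the sample labels and the paper's methods, which give 4 livers per condition. The replicate numbers repeat between groups, but same-numbered libraries come from different mice. Of the Entrez identifiers, 24191 had a symbol in the gene names of GRCm38.p6, and these took 99.4% of all counts. Coordinates are 1-based positions in the GENCODE vM1 annotation of the authors' genome build, matched by symbol.

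Genes were compared with edgeR 4.0.16 (R 4.3.3), with its TMM normalization, its filterByExpr filter on low counts (13882 genes kept), a model with all 12 libraries and a separate mean for each group, and the quasi-likelihood test with Benjamini-Hochberg adjustment at 0.05, the level in the paper's methods. A standard error given with an edgeR log2 fold change is the absolute fold change divided by the square root of the quasi-likelihood F statistic. It rests on a spread estimated over all 12 libraries. DESeq2 1.42.0, the tool the paper names, was run on genes with at least 1 count with its default settings. The paper's text does not state which libraries entered its fit. limma 3.58.1 was used for voom with quality weights, camera and fry. Reactome mouse pathways from fgsea 1.28.0, with 10 to 500 tested genes each, were tested with a one-sided Fisher's exact test against the tested genes that are in at least 1 pathway. The scores are the mean log2 CPM (prior count 2) over the genes of a list, and were compared with a two-sided exact permutation test over the 70 assignments of 4 against 4, whose smallest p is 0.0286. The lists were 50 E2F target genes, the 70 genes of a chromosomal instability signature, both written from memory of the literature, markers of tumor and liver cell types, and, added after the data were seen, the 97 S and G2/M genes in Seurat 5.3.0 and the 66 tested genes of the respiratory electron transport pathway. The p values of 39 score tests were adjusted together. Scores that separated 2 groups completely, with p = 0.0286 by the exact permutation test, were also at 0.304 after this adjustment. The adjusted values therefore cannot tell a difference from none. A further score, of the G2/M genes within the instability signature, was tested after the data were seen and then left out, and is not part of these tests.

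On simulated counts for 13882 genes, drawn from the means, dispersions and totals of these libraries with log2 changes of 2 or 3 up or down in 200 well expressed genes, edgeR's quasi-likelihood test recovered 94% of the changed genes with 5.05% false calls, and made 0 calls with no gene changed. DESeq2 recovered 98% with 18.0% false calls and made 7 calls with no gene changed. edgeR's likelihood ratio test recovered 97.5% with 18.8% false calls and made 6 calls with no gene changed, and limma-voom recovered 92.5% with 4.64% false calls and made 0. Genes were drawn independently, in a single draw for each setting. Smaller changes, such as Rb1's log2 fold change of -1.01 between the tumor genotypes, were not simulated. How many of those a tool would find is not shown.

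The alternatives set before the data were examined were DESeq2, DESeq2's size factors, total counts as the only scaling, at least 10 counts in every library, no filter, the 8 libraries of a comparison alone, the replicate number as a block, voom with quality weights, a covariate from sex-linked genes, an adjusted p of 0.1, and leaving out each library in turn, for the pathways all tested genes as background and camera, for the correlation Spearman's coefficient and all control livers in both ratios, and for the scores z-scores, the median, a prior count of 0.5, the genes of Figure 2C, camera and fry. Others, added after the data were seen, were edgeR's likelihood ratio test, edgeR's quasi-likelihood test with its newer dispersion estimate, and a regression of each library on GC content and transcript length, for which 92.0% of the tested genes had values. The genes named were fixed beforehand as the deleted genes, the genes the paper names for liver expression, the 5 highest and 5 lowest changes between the tumor genotypes and the 3 highest and 3 lowest shared changes against control livers among genes called with no overlap, the 3 highest and 3 lowest genes of each list, and the sex-linked genes and those with the most counts as checks. Of the lists, the 3 highest and 3 lowest genes are given in the text only for the E2F panel between the tumor genotypes, and Tsen34, Mcm10 against control livers and Prc1 were picked out after their values were seen. No gene qualified between the tumor genotypes under edgeR, and 10 genes called by DESeq2 were named there after their values were seen.

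No pair of libraries was alike enough to be the same library deposited more than once. The total counts of 9165812 to 16424973 bound the precision of low genes, as with the 4 to 24 counts of E2f7, and the SD between replicates covers both the mice and counting error. Of the pathways that passed, some are not reported here. The qPCR, histology and ploidy data of the paper are not analysed here.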

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

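The tests of library size for the beta-catenin target genes were chosen only after the result was seen, and the respiratory electron transport score itself was added after the pathway results.

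In 4 of 117 groups of 4 libraries, a single library lay apart from the other 3 by more than Dixon's 95% limit on the share of the group's range, where 5.85 are expected by chance. The oncofetal liver gene score of TKO 2 was 3.56 against 2.07 for the next library labelled TKO (ratio 0.879). Rb1 was highest in DKO 1, at 11.3 CPM (ratio 0.880), which does not bear on the lower Rb1 in libraries labelled TKO. Ccna2 was highest in control 4, at 3.65 CPM (ratio 0.889). Mbnl3 was lowest in control 2, with 2 counts (ratio 0.863). No more libraries stood apart than chance gives, so no explanation was tested for any of them.

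The respiratory electron transport score differed between the tumor genotypes. All 4 libraries labelled TKO (5.49 to 5.87) were above all 4 labelled DKO (5.33 to 5.45), a difference of 0.28 by a two-sided exact permutation test (p = 0.0286, the smallest that 4 against 4 can give, and 0.304 after adjustment over the 39 score tests). edgeR called 0 of its 66 genes over all genes, with a lowest adjusted p of 0.365, and 2 over the list alone, where DESeq2 called 2 and 6. limma's camera, which takes genes as its units, gave adjusted p = 8.24e-09. With GC content and transcript length regressed out of each library, camera's adjusted p was 6.14e-05, so these do not explain the result fully. Without the 687 genes with pseudogene-like or ribosomal protein symbols it was 1.29e-08, but leaving these genes out does not correct the counts of the respiratory genes themselves, so the pattern cannot be told apart from reads shared with pseudogene copies. The regression lowered the score difference to 0.20 (exact permutation test, p = 0.0571), so GC content and length may account for part of it. The pathway's genes are short (median 992 bases against 2963 for all genes). With total counts as the only scaling the difference was 0.39 (exact permutation test, p = 0.0857), and as a median of the genes it was 0.23 (exact permutation test, p = 0.114). limma's fry with the replicate block gave p = 0.132, against 0.0286 by the exact permutation test. A smaller loss of respiratory gene expression with Rb1 deleted as well remains a hypothesis.

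Ttc30b was below the control mean in all 4 libraries labelled DKO (5.63 ± 0.494 CPM) and above it in all 4 labelled TKO (17.1 ± 6.53 CPM, SD, n = 4 each), with control livers at 9.69 ± 3.94 CPM and between 5.25 and 13.3 CPM. The genotypes were 1.39 apart in log2(CPM + 1). Between them edgeR's adjusted p was 0.281 and DESeq2's was 0.00247, in a range up to 0.482 over the alternatives, and neither genotype differed from the control livers by edgeR (adjusted p = 0.151 for DKO and 0.224 for TKO). The gene was chosen after its values were seen. Reads shared with its paralogs were not tested, so the pattern cannot be told apart from a split of reads between copies.

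The paper does not discuss beta-catenin target genes. The mean log2 CPM of 10 of them was 3.44 to 4.19 in control livers and stood above these by more than their whole range in DKO 2 (5.52), DKO 4 (5.70) and TKO 4 (6.89). The other tumors were between 2.52 and 3.78. With total counts as the only scaling, 3 tumors were again above every control liver (5.46, 5.83 and 7.25), so the scaling of the libraries is not the source. The lowest total among these tumors, 10455159, is within the range of the other libraries. No difference between groups was seen (exact permutation test, p = 0.571 for DKO and 0.943 for TKO against control livers). The tumors come from both genotypes, so the design gives no condition to set against them, and no biological explanation was tested. Which part of the liver lobule a sample came from was not tested either.

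The endothelial marker score of TKO 3 was 5.29, above the control livers (3.67 to 4.47) by more than their whole range. DKO 3, at 5.04, TKO 1, at 4.61, and TKO 2, at 4.55, were above them as well. The score differed from control livers by 0.64 in libraries labelled TKO (two-sided exact permutation test, p = 0.0571, 0.304 after adjustment). A share of vessel tissue in the sample that differs between pieces was not tested, and no biological explanation was tested. The hepatocyte marker score was lower in all 4 libraries labelled DKO (11.39 to 11.86) than in every control liver (11.90 to 12.23). The difference was -0.35 (two-sided exact permutation test, p = 0.0286, 0.304 after adjustment), but 5 of its 10 genes had a higher mean. Whether this bears on the lower metabolism genes in libraries labelled DKO was not tested.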

How the results depend on the processing

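The edgeR likelihood ratio test and the regression on GC content and transcript length were chosen only after the results were seen.

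Between libraries labelled TKO and DKO, the count of 0 genes (1250 at an unadjusted p under 0.05) was also 0 with DESeq2's size factors, total counts only, either other filter, the 8 tumors alone, the replicate block, voom, the sex covariate, an adjusted p of 0.1, the regression on GC content and length, and in all 8 fits that each left out a tumor. It was 56 with DESeq2 and 35 with the edgeR likelihood ratio test. On simulated counts without change, these 2 tools made 7 and 6 calls where edgeR's quasi-likelihood test made 0, and their false calls were 18.0% and 18.8%.

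The count for libraries labelled DKO against control livers (336) was 1518 with DESeq2, 1804 with voom, 1126 with the likelihood ratio test, 1460 at an adjusted p of 0.1, 759 with the 8 libraries alone, 59 with total counts only and 6 with the sex covariate, and from 0 to 409 across the 8 fits that each left out a library. The highest was without DKO 3, 166 came without control 1, and the other fits gave 7 or fewer. The count for libraries labelled TKO (12) was 507 with DESeq2, 97 with voom, 316 with the likelihood ratio test, 80 at an adjusted p of 0.1, 22 without a filter, 5 with the sex covariate and 3 with GC content and length regressed out, and from 0 to 231 across the fits that each left out a library, with the highest without TKO 3. Total counts only moved the split of higher and lower genes from 196 and 140 to 52 and 7 in libraries labelled DKO and from 7 and 5 to 8 and 1 in libraries labelled TKO, and shifted the median log2 fold change of all genes to 0.17 in the latter and to 0.11 between the tumors. The regression on GC content and length gave 179 and 228 in libraries labelled DKO. All 12 libraries have the pattern of male mice (Xist 1 to 6 counts, Ddx3y 472 to 1126), so the sex covariate does not correct for sex, and its lower counts are no sign of a sex effect. The cause was not tested.

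Pathways among higher genes (0 in both genotypes, 51 and 6 at an unadjusted p under 0.05) were 20 and 6 with DESeq2 and 83 and 89 with camera. In libraries labelled DKO they were also 11 with at least 10 counts in every library and 9 with all tested genes as background. Across the fits that each left out a library they ran from 0 to 7 for DKO and from 0 to 10 for TKO. Pathways among lower genes in libraries labelled DKO (1) were 10 with DESeq2, 61 with camera, 3 with DESeq2's size factors, 3 with at least 10 counts in every library and from 0 to 3 across the fits that each left out a library. In libraries labelled TKO (0, and 5 at an unadjusted p under 0.05) they were 25 with camera and from 0 to 7 across the fits that each left out a library. The cause was not tested.

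With the replicate number as a block, the counts were 509 genes for DKO, 1 for TKO and 0 between the tumors (1225 at an unadjusted p under 0.05), with 9 pathways among the higher genes and 3 among the lower genes for DKO. The log2 fold change of E2f7 in libraries labelled TKO against control livers was 0.0288 with the block and -0.0075 without it. Same-numbered libraries come from different mice, and their deviations from the group means had a mean r of 0.0728 over 12 pairs (other pairs -0.0235). Where the exact permutation test without a block gave p = 0.714, 0.0571 and 0.0857 for the E2F panel and 0.629, 0.0571 and 0.0857 for the instability signature (TKO against DKO, DKO and TKO against control livers), limma's fry with the block gave p = 0.637, 0.267 and 0.114, and 0.784, 0.0976 and 0.137.

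The E2F panel difference between the tumors (0.09) was -0.17 over the 6 genes of Figure 2C, ran from -0.17 to 0.35 across the fits that each left out a tumor, and had p = 0.0196 with limma's camera against 0.714 by the exact permutation test. Against control livers, limma's camera gave p = 8.75e-06 for DKO and 4.64e-12 for TKO, against 0.0571 and 0.0857 by the exact permutation test. For the instability signature limma's camera gave 1.45e-08 for DKO and 9.47e-09 for TKO, and the DKO difference of 0.81 (exact permutation test, p = 0.0571) was 0.96 as z-scores and 0.85 with total counts only (p = 0.0286 for both by the exact permutation test). Its difference between the tumors ran from -0.420 to 0.0158 and that of the S and G2/M list from -0.416 to 0.0820 across the fits that each left out a tumor. camera takes genes as its units. With all control livers in both ratios, the correlation of the changes was 0.763, which shared libraries raise by construction. It ran from 0.431 to 0.568 under its other alternatives and from 0.433 to 0.618 across the fits that each left out a library.

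For named genes and the scores added later, 24 results became significant and 9 lost significance under other settings, 197 kept their direction and their side of the threshold, and across the fits that each left out a library 45 lost significance, 1 gained it and 11 changed sign. The log2 fold changes that changed sign ran from -0.17 to 0.19 for E2f7 (TKO against control livers), from -0.23 to 1.10 for E2f8 (TKO against DKO), from -0.0250 to 0.26 for Rb1 (DKO against control livers), from -0.22 to 1.00 for Ccne1 and from -1.83 to 0.32 for Cdc6 (TKO against DKO), and from -0.40 to 1.51 for Cdc6 (TKO against control livers). The 4 to 24 counts of E2f7 per library limit what its comparisons can show.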

Differences from the paper's values

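The edgeR likelihood ratio test was chosen only after the result was seen.

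The paper gives 44 genes as differentially expressed between the 2 tumor genotypes, and edgeR's quasi-likelihood test gave 0 (1250 with an unadjusted p under 0.05). Of the alternatives set before the data were examined, DESeq2, the tool in the paper's methods, gave 56 genes, within 1.5 times the paper's count. The others, namely DESeq2's size factors in the edgeR fit, total counts only, at least 10 counts in every library, no filter, the 8 tumors alone, the replicate block, voom with quality weights, the sex covariate, an adjusted p of 0.1 and leaving out each tumor in turn, gave 0. The edgeR likelihood ratio test, chosen after the values were seen, gave 35. The paper's sentence also names the controls, but the title of Supplementary Table S1, which it cites for this count, names only the 2 tumor genotypes. Which libraries entered the paper's fit is not stated in its text.

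The paper states that cell cycle pathways were up-regulated in tumors of both genotypes. Its text does not name the pathway tool or gene sets, so the Reactome pathways used here may differ from them. The whole Cell Cycle pathway had adjusted p = 1 in both from the edgeR calls, and 0.0860 in libraries labelled DKO and 0.176 in libraries labelled TKO from the DESeq2 calls (one-sided Fisher's exact test). limma's camera gave 0.00603 and 0.00671, and the DESeq2 calls gave mitotic prometaphase in libraries labelled DKO (0.00419) and the cyclin A and B1 events of the G2/M transition in both (adjusted p = 0.0184 and 0.0448). The paper states that down-regulated pathways concerned mostly energy metabolism. In libraries labelled TKO, 0 pathways passed among the lower genes from the edgeR or the DESeq2 calls (5 and 32 with an unadjusted p under 0.05), and camera gave respiratory electron transport as lower (adjusted p = 9.74e-07).

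The paper reports by qPCR that Cdt1 was higher in tumors lacking Rb1 as well. In the sequencing counts its log2 fold change between libraries labelled TKO and DKO was 0.84, with an adjusted p of 0.460 by edgeR and 0.246 by DESeq2 (up to 0.589 over the alternatives), and all settings had the same direction.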

Other observations

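The tests of TKO 3 for a mislabelled control liver, library size and non-tumor tissue, of Kdm5d for loss of the Y chromosome, and of the DESeq2 pathway counts against other splits were chosen only after the results were seen.

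The counts of genes and of pathways among the called genes were compared with other splits of the same 8 libraries into 4 and 4. Of the 35 splits, 8 part all same-numbered pairs as the real one does, so among these the share is never under 1 of 8. The other splits leave same-numbered libraries together. Between the tumor genotypes, the 56 genes of DESeq2 were reached by 1 of these 8. Among all 35, DESeq2 gave 56 genes or more in 11, up to 434 for DKO 1, DKO 2, TKO 1 and TKO 2 against the other tumors. For libraries labelled DKO against control livers, the 336 genes of edgeR and the 1518 of DESeq2 were each reached by 1 of 8 and 1 of 35 splits, and the other 34 splits gave 0 genes with edgeR and at most 171 with DESeq2, which speaks against a grouping by luck. For libraries labelled TKO, the 12 genes of edgeR and the 507 of DESeq2 were each reached by 1 of 8 and 2 of 35. The 1 pathway among the lower genes of libraries labelled DKO was reached by 1 of 8 and 1 of 35. The counts of 0 (edgeR's genes between the tumor genotypes, and pathways among the higher genes of either genotype and the lower genes of libraries labelled TKO) and DESeq2's pathways among the lower genes of libraries labelled TKO are met by all 8 and all 35 splits whatever the data. Between the tumor genotypes, 5 of the other 34 splits gave genes with edgeR, up to 37 genes and 3 pathways for DKO 1, DKO 2, TKO 1 and TKO 2 against the rest, and control 1, control 3, TKO 1 and TKO 4 against the rest gave 130 genes and 4 pathways among the higher genes, where the real splits gave 0 pathways. The 20 higher and 10 lower pathways of DESeq2 for libraries labelled DKO were each reached by 1 of 8 and 1 of 35 splits, with up to 18 higher pathways in another split. The 6 higher pathways of DESeq2 for libraries labelled TKO were reached by 1 of 8 but by 5 of 35, with up to 31 for control 1, control 2, control 3 and TKO 3 against the rest. camera was not run on the splits.

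TKO 3 lay closer to the control livers than the other tumors did. On a line from the control livers (0) to the other tumors (1) it was at 0.130, where the other tumors were between 0.742 and 1.26 and the control livers between -0.0539 and 0.456. Its mean Spearman correlation was 0.969 with the control livers and 0.939 and 0.947 with the libraries labelled DKO and TKO. Its E2f8, although high against the label of a deletion, was 2.52 log2 units above the highest control liver, which goes against a swap with a control liver. Its total of 12424532 was within the range of the other libraries, and without the 10 genes with the most counts its position was again 0.130. Its hepatocyte marker score was 12.0, within that of the control livers (11.9 to 12.2). The score of TKO 2, at 11.94, was in that range too, although TKO 2 lay at 0.918 on the line. The score therefore does not decide. The pattern of TKO 3 cannot be told apart from non-tumor tissue in the sample or from a well differentiated tumor.

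limma's camera gave 36 pathways as higher and 13 as lower in libraries labelled TKO than in libraries labelled DKO. Eukaryotic translation elongation was among the higher (adjusted p = 8.76e-17) and cholesterol biosynthesis among the lower (adjusted p = 0.0102), while the Cell Cycle pathway did not differ (adjusted p = 0.733). With GC content and length regressed out, 34 were higher and 13 lower, with translation elongation at 1.77e-09. Many genes of the translation pathways are ribosomal protein genes. Without the 687 genes with pseudogene-like or ribosomal protein symbols, camera's adjusted p of translation elongation was 0.00221. Leaving genes out does not show whether their reads are shared with copies elsewhere in the genome, so this stays open.

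Kdm5d, a Y-linked gene, was low in DKO 1 (1.20 log2 CPM), DKO 2 (0.32) and TKO 1 (1.29) and between 3.12 and 4.06 in the other libraries. The mean of the other Y-linked genes in the low libraries was at least 0.0909 log2 units above the lowest of the others, which goes against a loss of the whole chromosome. A strain variant or a partial deletion was not tested, and no biological explanation was tested.

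Mki67, the gene of the Ki67 protein that the paper stained, was at 1.52 ± 0.618 CPM in control livers, 11.5 ± 8.80 CPM in libraries labelled DKO and 6.53 ± 3.39 CPM in libraries labelled TKO (SD, n = 4 each). All tumors were above every control liver. The log2 fold change was 2.89 in libraries labelled DKO (standard error 0.595, adjusted p = 0.0425 by edgeR and 7.16e-05 by DESeq2), 2.09 in libraries labelled TKO (standard error 0.587, adjusted p = 0.146 by edgeR and 0.0173 by DESeq2, up to 0.164 over the alternatives) and -0.81 between the genotypes (standard error 0.534, adjusted p = 0.665 by edgeR, p = 0.371 by a two-sided exact permutation test). By staining, the paper reports significantly more Ki67-positive cells in tumors lacking Rb1 as well. The mean RNA of the tumor genotypes went the other way, without a significant difference. RNA of a whole tumor sample is not a count of stained cells.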
